# Global Identification of Genes Specific for Rice Meiosis

**DOI:** 10.1371/journal.pone.0137399

**Published:** 2015-09-22

**Authors:** Bingwei Zhang, Meng Xu, Shiquan Bian, Lili Hou, Ding Tang, Yafei Li, Minghong Gu, Zhukuan Cheng, Hengxiu Yu

## Abstract

The leptotene-zygotene transition is a major step in meiotic progression during which pairing between homologous chromosomes is initiated and double strand breaks occur. *OsAM1*, a homologue of maize *AM1* and *Arabidopsis SWI1*, encodes a protein with a coiled-coil domain in its central region that is required for the leptotene-zygotene transition during rice meiosis. To gain more insight into the role of OsAM1 in rice meiosis and identify additional meiosis-specific genes, we characterized the transcriptomes of young panicles of *Osam1* mutant and wild-type rice plants using RNA-Seq combined with bioinformatic and statistical analyses. As a result, a total of 25,750 and 28,455 genes were expressed in young panicles of wild-type and *Osam1* mutant plants, respectively, and 4,400 differentially expressed genes (DEGs; log_2_ Ratio ≥ 1, FDR ≤ 0.05) were identified. Of these DEGs, four known rice meiosis-specific genes were detected, and 22 new putative meiosis-related genes were found by mapping these DEGs to reference biological pathways in the KEGG database. We identified eight additional well-conserved OsAM1*-*responsive rice meiotic genes by comparing our RNA-Seq data with known meiotic genes in *Arabidopsis* and fission yeast.

## Introduction

Meiosis is a critical process in eukaryotes, occupying a central role in the reproduction and life cycles of all sexually reproducing organisms. Meiosis differs from mitosis in that one round of DNA replication is followed by two sequential cell divisions, leading to the generation of four haploid cells from a single initial diploid cell. The chromosome number of the zygote derived from fertilization recovers to that of the parents [1]. Then, meiosis is important for sexually reproducing organisms to retain the stability of their genetic materials. Moreover, genetic variations can be produced in meiosis through homologous chromosome recombination during prophase I [2].

Despite more than a century of scientific research efforts, the mechanisms underlying meiosis remain largely obscure, particularly with respect to meiosis initiation and the series of events that occur in prophase I, including homologous chromosome recognition, pairing, synapsis and recombination [3–5]. Although an abundance of components controlling the meiotic processes have been identified, little is known about the mechanisms that underlies the initiation of meiosis and phase transitions, especially for plants. Moreover, the molecular mechanisms controlling these events vary greatly among multicellular organisms [6]. In fission yeast, the RNA-binding protein Mei2 is a substrate of Pat1 kinase, and dephosphorylation of Mei2 is sufficient to switch the cell cycle from mitosis to meiosis [7]. In mammals, mouse STRA8 regulates retinoic acid signaling and functions in the initiation of meiosis in female meiocytes [8].

During meiotic prophase I, highly organized processes involving homologous chromosome recognition, alignment, recombination and synapsis promote faithful segregation of homologous chromosomes at anaphase I. According to its chromosomal features and characters, prophase I is divided into five sub-stages: leptotene, zygotene, pachytene, diplotene and diakinesis. Little is known about the transitions between stages. The leptotene to zygotene transition represents a major step in meiotic progression, during which, the initiation of homologous chromosome paring occurs. Throughout this stage, in many organisms, telomeres attach to the inner nuclear membrane and subsequently cluster in a narrow region of the nuclear envelope to form a chromosomal bouquet. As telomeres cluster on the nuclear envelope, double-strand breaks occur, which is proceeded by homologous recombination [1, 9, 10]. In budding yeast, bouquet formation depends on the presence of meiosis-specific telomere proteins Ndj1/Tam1 and actin polymerization [11]. Bouquet formation is believed to facilitate telomere pairing. The movement and juxtapositioning of homologous centromere regions at early zygotene and subsequent synapsis of homologous chromosomes follow this during zygotene and pachytene [12–14]. Therefore, the clustering of telomeres may be one of the possible mechanisms that facilitate initial homology recognition. However, in *Sordaria*, homologs have completed their homology search prior to bouquet formation, meanwhile *phs1* exhibits little effect on bouquet formation in ~50% of the meiocytes [15, 16]. Moreover, *Caenorhabditis elegans* and *Drosophila* both lack bouquets, but can undergo complete meiosis [17].

In plants, a few genes have been reported that function in meiotic initiation and the phase transition. The first mutant in this event, *ameiotic1* (*am1*), was isolated in maize decades ago [18, 19]. *AM1* encodes a plant-specific nuclear protein that is required for meiotic entry and progression through early prophase I. In many maize *am1* mutants, such as *am1-489*, pre-meiotic cells lose their ability to enter meiosis. Instead, these cells undergo several mitotic divisions before they are degraded. In addition, maize *AM1* has a second downstream function, i.e., it participates in regulating the transitional process from leptotene to zygotene during early meiotic prophase I (such as in the mutant *am1-pral*) [18, 20, 21]. Microarray analysis of anther transcriptome modulations by two distinct *am1* alleles, *am1-489* and *am1-pral*, redefines the role of AM1 as a modulator of expression of a subset of meiotic genes [22]. This provides a stage-specific insight into the genetic networks associated with meiotic entry and early prophase I progression. SWITCH1 (SWI1) is the homolog of AM1 in *Arabidopsis*. In *swi1-2* microsporocytes, chromosome arms and centromeres lose their cohesion, resulting in the formation of 20 chromosomes rather than five bivalents at metaphase I. However, the megasporocytes retain centric/whole-arm cohesion but lack synapsis and undergo a mitosis-like division instead of a reductional meiosis [23, 24]. Therefore, although the basic functions of AM1-like proteins in meiosis are well conserved among plants, evolutionary divergence has occurred, even between megasporocytes and microsporocytes in *Arabidopsis*.

Compared with yeast and *Arabidopsis*, little is known about meiotic networks in rice [25], only a few rice genes related to meiosis initiation and phase transition have been identified. *MEL1* (*MEIOSIS ARRESTED AT LEPTOTENE 1*), a germ cell-specific member of ARGONAUTE family, is important in the progression of pre-meiotic mitosis and meiosis in rice [26]. In the *mel1* mutant, meiosis is arrested in early prophase I and chromosomes retain an uncondensed morphology, similar to that during leptotene or zygotene [26]. *MIL1* (*MICROSPORELESS1*) encodes a plant-specific CC-type glutaredoxin, which interacts with TGA transcription factors [27]. In *mil1*, sporogenous cell progenies cannot entry meiosis and anther loculi are filled with somatic cells. MIL1 triggers an anther specific mechanism that directs the meiotic initiation in microsporocytes. *OsAM1*, a homolog of *Arabidopsis SWI1* and maize *AM1*, also encodes a protein with a coiled-coil domain in its central region. But rice AM1 plays an important role in the early meiotic stage transition rather than in meiosis initiation [28]. In the *Osam1* mutant, pollen mother cells are arrested at leptotene, showing that OsAM1 is required for the leptotene-zygotene transition. Che et al. found that only faint OsREC8 signals [29], and no PAIR2 [30], ZEP1[31] or OsMER3 [32] foci, in *Osam1* meiocytes. In contrast, OsAM1 was loaded normally in *pair2*, *Osmer3* and *zep1* meiocytes, suggesting that OsAM1 plays a fundamental role in building stable chromosome structures required for meiosis initiation [28]. However, the exact roles of OsAM1 in leptotene-zygotene transition remain obscure. To gain more insight into the role of OsAM1 in rice meiosis and identify additional meiosis-specific genes, we compared the young panicles transcriptomes of the *Osam1* mutant with wild-type using deep RNA sequencing (the Illumina RNA-Seq method). The results of this study provide a framework for future functional analysis of OsAM1 network in rice meiosis, which might further advance our understanding of the rice meiotic process.

## Material and Methods

### Plant material

The *Osam1* mutant, which was derived from an *indica* variety Zhongxian 3037, was previously induced by ^60^Co~γ ray radiation. Sequence analysis revealed a two-nucleotide deletion in the second exon of *OsAM1*, introducing a premature stop codon [28]. Zhongxian 3037 was used as the wild-type reference in this study. All plants were grown in a paddy field under normal growth conditions at Yangzhou University, China.

### Total RNA isolation, cDNA library preparation and sequencing

Before sample collection, we examined the stage of meiocytes under the microscope. Then we collected spikelets with meiocytes in prophase I of meiosis from panicles that were approximately 40–60 mm in length according to the described criterion [33]. Total RNA samples were extracted from spikelets in meiosis of both the wild-type and the *Osam1* mutant plants using Trizol according to the manufacture’s protocol (Invitrogen, http://www.invitrogen.com). Each sample that underwent RNA extraction included spikelets collected from several panicles. An OligoTex mRNA mini kit (Qiagen) was used to isolate poly (A) mRNA and to prepare a nondirectional Illumina RNA-Seq library with an mRNA-Seq 8 Sample Prep Kit (Illumina). The gel extraction step was modified by dissolving excised gel slices at room temperature to avoid underrepresentation of AT-rich sequences. Purified DNA libraries were amplified by 18 cycles of PCR. The products were loaded onto an Illumina HiSeq2000 instrument and subjected to 100 cycles of paired-end (2×100 bp) sequencing. The raw and processed datasets have been deposited in the Gene Expression Omnibus (GEO) repository (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE66469) with an assigned accession number of GSE66469.

### Mapping reads to the reference genome and annotated genes

Rice genome and gene information was downloaded from the Rice Genome Annotation Project (http://rice.plantbiology.msu.edu). Raw image data derived from sequencing were transformed by culling into sequence data. Prior to mapping reads to the reference database, all sequences were filtered to remove adaptor sequences and low-quality sequences (the percentage of low quality bases with a quality value ≤5 was >50% in a read). The remaining reads were aligned to the rice genome using SOAPaligner/soap2, allowing up to two base mismatches.

### Evaluation of genes from RNA-Seq and GO (gene ontology) analysis

ERANGE software (version 4.0) (http://woldlab.caltech.edu/gitweb/) was used to calculate gene expression levels by assigning reads to their site of origin and counting the number of reads. The expression levels of genes from RNA-Seq were normalized by reads per kilo-base per million reads (RPKM) values [34]. For all RPKM values for each gene, the cutoff value for determining gene transcriptional activity was determined based on RPKM value >0. Blast2GO (version 2.3.5; http://www.blast2go.org/) was used to identify each gene with default parameters, and it was also used for GO functional enrichment analysis of certain genes by performing Fisher’s exact test with a robust false discovery rate (FDR) correction to obtain an adjusted p-value between certain test gene groups and whole genome annotation.

### Identification of different expressed genes and pathway analysis

A rigorous algorithm was developed to identify DEGs between two samples based on the number of reads per gene [35]. In the multiple test and analysis, FDR was used to determine the threshold of P values. “FDR < 0.05 and the absolute value of log_2_Ratio ≥ 1” were used as the threshold for judging the significance of differential expression for each gene. For pathway analysis, all significant DEGs were mapped to terms in the KEGG (Kyoto Encyclopedia of Genes and Genomes) database. KEGG pathway analyses were performed using Cytoscape software (version 2.6.2; http://www.cytoscape.org/) with the ClueGO plugin (http://www.ici.upmc.fr/cluego/cluegoDownload.shtml) [36].

### Validation of RNA-Seq by quantitative real-time PCR (qRT-PCR)

For qRT-PCR analysis, total RNA was extracted from spikelets during meiosis of different plants from those used for RNA-seq analysis in the same group (both wild type and mutants). Eleven randomly selected genes together with two genes playing specific functions at early stage of meiosis, *MIL1* (Os07g05630) and *MEL1* (Os03g58600), were inspected. Primer sequences are listed in S1 Table. PCR amplification was performed using SYBR ^**®**^ Premix Ex Taq^TM^ (Takara Bio, Inc.). The amplification protocol was 95°C for 5 min followed by 40 cycles of 95°C for 10 sec, 60°C for 30 sec. Melting curve analysis was performed every 0.5°C from 55 to 95°C with a 10 sec hold at each step to check for the occurrence of a single amplification. Using an ABI StepOne^TM^ Real-Time PCR analysis system (Applied Biosystems), quantification analysis was performed relative to a standard curve according to the cycle threshold values generated. All PCR amplifications were performed three times for each gene and each biological replicate.

## Results

### Transcriptome sequencing

The transcriptomes of young panicles of *Osam1* mutant and wild-type plants were generated, with an average genome coverage of over 10×. As a result, we obtained 51.7 million high-quality reads, each 100 bp in length, encompassing 9 Gb of sequencing data (Table 1). 

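Poly(A) RNA from spikelets of young panicles 40 to 60 mm in length was sequenced as 1 library of *Osam1* plants and 1 library of wild-type plants. *Osam1* is a rice mutant in which meiosis halts in leptotene, the stage of prophase I before homologous chromosomes synapse. Because each genotype has 1 library, no difference between the libraries was checked in a replicate library, and no p-values across genes were computed. PCR with 18 cycles preceded sequencing in pairs of 100 bp reads. The authors removed adaptor and low-quality sequences, aligned the remaining reads to the rice genome with SOAPaligner/soap2 and calculated expression with ERANGE. Table 1 of the paper gives 29411589 clean reads for *Osam1* and 22350753 for the wild type, of which 16155932 and 9700496 mapped to unique positions. For both genotypes, its mapped and unmapped reads add up to more than its clean reads. The deposited table holds FPKM, the number of fragments scaled by the length of the transcript and by the mapped fragments of the library, rounded to 2 decimals, whereas the Methods name RPKM. It holds no counts of reads, so neither the number of reads behind a gene nor the false discovery rate of the paper was recomputed. The analysed table has 65535 rows, each for 1 transcript model, from 55337 loci, and 6369 of the loci have several transcript models. It ends within chromosome 12, and loci after its last row were not analysed here. The values of the transcript models of a locus were added to give 1 value per locus. That choice was made after the values had been examined, so results for single transcript models are given beside it. Ratios between the libraries are on the scale log2(FPKM + 1), which understates the change of genes with low values. The summed FPKM was 1376088 in the library labelled *Osam1* and 1142813 in the library labelled wild type. FPKM does not keep the depth of a library, but the ratios of low values between the libraries fall on steps set by whole reads. From these steps, the library labelled wild type held 2.37 times as many reads as the library labelled *Osam1*, whereas in the counts of unique reads of Table 1 the *Osam1* library held 1.67 times as many as the wild type. The headings of the table write the *Osam1*-labelled library with a capital AA and the wild-type-labelled library with a small aa. For all 15 genes of Tables 2 to 4 and Fig. 2 with 1 transcript model, the direction that the paper gives is that of the opposite assignment of the columns, while the sums of genes with several transcript models go either way. The mutated gene itself could not be used to check the labels, since the paper's text does not pair it with a locus. The libraries are therefore called the library labelled *Osam1* and the library labelled wild type, after the submitters' labels, and every direction given for them rests on those labels.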

The sequence reads were aligned to the rice reference genome database (Rice Genome Annotation Project) using SOAPaligner/soap2 software (set to allow two base mismatches). Of these reads, 84.05% mapped to unique (49.16%) or multiple (34.89%) genomic locations; the expression levels of all unique transcripts that were mapped to the genome were quantified as RPKM values [34]. On the other hand, 15.95% of the sequence reads had no match in the reference genome. Using this technique, only reads aligning entirely inside exonic regions can be matched to the transcripts (reads from exon-exon junction regions cannot be match). A comparative analysis of sequencing datasets against Rice Genome Annotation Project reference data, at a cutoff of one read per million reads, revealed that 25,750 genes were expressed in the wild type, while 28,455 genes were detected in the *Osam1* mutant.

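With the cutoff of the Methods, a value above 0, which is not the cutoff named in the Results, 23756 of the 55337 loci were expressed in the library labelled wild type and 22088 in the library labelled *Osam1*. Counted as transcript models, these numbers were 28429 and 25958. A cutoff of at least 1 FPKM lowered the numbers of loci most among the planned cutoffs, to 20692 and 19953. The library labelled wild type, the deeper one by the steps of low values, had the larger number at each cutoff. Of its expressed loci, 5410 were listed at 0 in the library labelled *Osam1*, and 3742 loci were listed at 0 in the library labelled wild type alone. When the other library had to reach 1 FPKM, 3435 and 2417 such loci were left.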

**Table 1:** Results of RNA-Seq read mapping.

	Wild-type	*Osam1* mutant
Total clean reads	22,350,753	29,411,589
Mapped reads	18,863,502	24,618,283
	84.40%	83.70%
Unique match	9,700,496	16,155,932
	43.40%	54.93%
Multi-position match	9,163,006	8,462,351
	39.00%	28.77%
Unmapped reads	5,688,271	10,024,052
	15.60%	16.30%

To facilitate the global analysis of gene expression, all predicted rice genes were classified into three major groups (biological process, molecular function and cellular component) using Blast2GO (version 2.3.5) (http://www.blast2go.org/). A total of 19,528 GO (gene ontology) terms were associated with all 34,314 expressed genes in the wild type and *Osam1* mutant, which were classified into 48 functional subcategory annotations, providing an overview of ontology content (Fig 1). 

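Across both libraries, 27498 loci had a value above 0 in at least 1 of them, and 23801 had a value of at least 1 FPKM. These loci comprised 33645 transcript models with a value above 0. GO terms were not analysed here.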

The top six most abundant sub-groups were cell, cell part, metabolic process, cellular process, organelle part and binding. The GO annotation assignment denoted that the genes expressed in this study encode diverse functional proteins. Notably, the number of genes expressed in the organelle part of cellular component category, reproductive process of biological process category and nucleotide binding category of molecular function category was significantly higher in the *Osam1* mutant than in the wild type.

**Fig 1:**
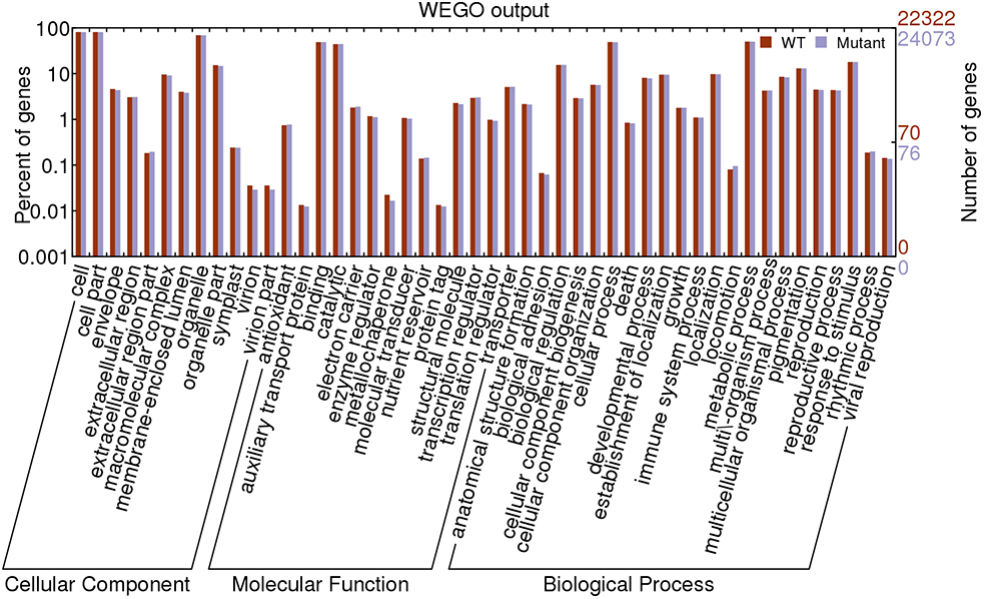
GO classification of all genes between the wild type and *am1* mutant.

### Validation by qRT-PCR

To further verify the results of RNA-Seq analysis, eleven randomly selected genes together with two genes performing a specific function at early stage of meiosis, *MIL1* (Os07g05630) and *MEL1* (Os03g58600), were inspected by qRT-PCR in another pair of wild-type and the *Osam1* mutant samples as a partial replicate of RNA-Seq analysis. 

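All 13 genes that the paper examined by qRT-PCR are in the table, 6 of them with 1 transcript model. *MIL1* (Os07g05630, chromosome 7) had 7.96 FPKM in the library labelled *Osam1* and 4.48 FPKM in the library labelled wild type, a log2 ratio of 0.71. *MEL1* (Os03g58600, chromosome 3) had 22.1 FPKM in the library labelled *Osam1* and 19.6 FPKM in the library labelled wild type, a log2 ratio of 0.16. Os08g02380 on chromosome 8 was lower in the library labelled *Osam1*, with 17.4 FPKM against 36.9 FPKM over its 2 transcript models, and Os03g44760 on chromosome 3 had 3.76 FPKM against 15.1 FPKM over its 5 transcript models. The transcript models of 1 locus did not move together. For Os09g07510 on chromosome 9, transcript model 1 had 85.5 FPKM in the library labelled *Osam1* and 0.06 FPKM in the library labelled wild type, transcript model 2 had 85.5 FPKM and 115.6 FPKM, and the sums over its 3 transcript models were 248.2 FPKM and 148.6 FPKM. With the libraries as labelled, 2 of the 13 loci had a ratio with the sign of the RNA-Seq bar of Fig. 2 and 11 had the opposite sign. Taking the first listed transcript model of each locus, an alternative chosen after seeing the data, left 0 of the 13 with the sign of the figure. The qRT-PCR bars of Fig. 2, made on other plants, were read by eye for their sign alone, which is that of the RNA-Seq bar for all 13 genes.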

We compared qRT-PCR results with those generated from RNA-Seq analysis, and found that the expression patterns were consistent between the two experiments for all the genes examined (Fig 2). The qRT-PCR inspection also validates the results of RNA-Seq analysis.

**Fig 2:**
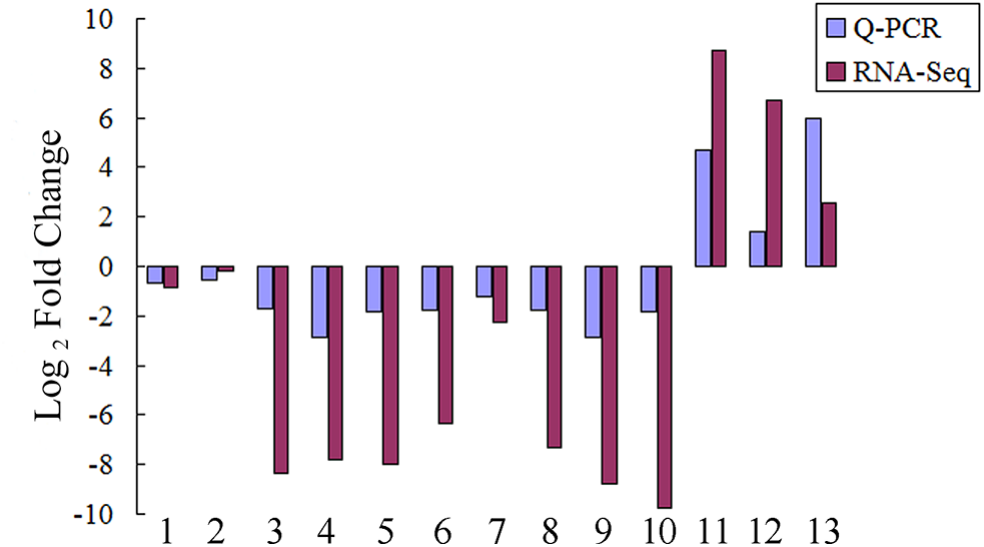
Comparison of expression levels of selected genes estimated by RNA-seq and RT-PCR. Y-axis: log_2_ of estimated fold change between *Osam1* and wild type. X- axis: tested genes, 1, Os07g05630; 2, Os03g58600; 3, Os04g58630; 4, Os08g02380; 5, Os01g49010; 6, Os03g44760; 7, Os02g04080; 8, Os01g50616; 9, Os05g05720; 10, Os09g07510; 11, Os02g53120; 12, Os02g07240; 13, Os03g57310.

### Identification of DEGs by RNA-Seq

Gene expression levels were calculated as RPKM, with RPKM values ranging from 0 to over 10^4^. 

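The deposited values ranged from 0 to 302575 FPKM in the library labelled *Osam1* and from 0 to 84897 FPKM in the library labelled wild type. Both maxima belong to 1 locus on chromosome 9, LOC_Os09g01000, which took 22.0% of the summed FPKM in the library labelled *Osam1* and 7.43% in the library labelled wild type. LOC_Os11g43900 on chromosome 11 came next in both libraries, with 20557 FPKM and 19555 FPKM. Values above 10000 FPKM were found at 4 loci and 3 loci, respectively. Among loci above 0, the median was 13.3 FPKM in the library labelled *Osam1* and 12.2 FPKM in the library labelled wild type.

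**Figure D1:**
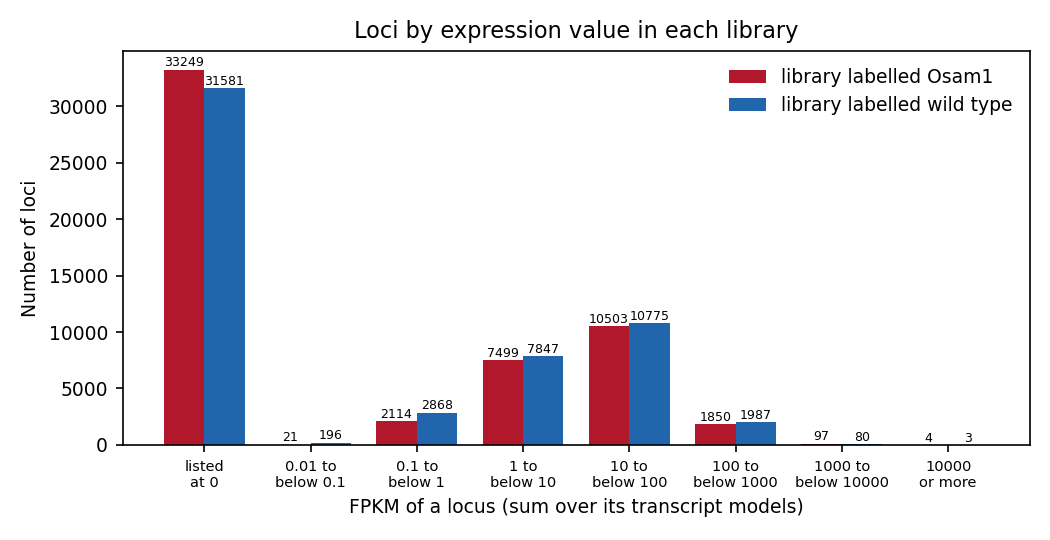
Number of loci (vertical axis) by their FPKM, summed over transcript models (horizontal axis), in the library labelled *Osam1* (red) and the library labelled wild type (blue). In both libraries the largest class is that of loci listed at 0, with 33249 and 31581 loci, followed by the class from 10 to below 100 FPKM, with 10503 and 10775 loci.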

RNA-Seq analysis is performed to analyze DEGs between samples, with the goal of obtaining a deeper understanding of these genes. Putative DEGs were identified using the following criteria: (1) false discovery rate less than or equal to 0.05 and (2) fold change (FC) greater than or equal to 2. 

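The fold-change criterion alone, an absolute log2 ratio of at least 1 with 1 FPKM added to each value, was met by 11521 of the 55337 loci. No false discovery rate goes with this number, since it would need the reads per gene. The number moved most when only loci above 0 in both libraries were kept, which left 5669 loci. Lowering the added value to 0.01 FPKM raised it to 16034 loci, and 16020 transcript models met the criterion when each was taken on its own. Neither scaling of the libraries changed it by much, with 11407 loci after dividing by the median ratio and 11530 loci after dividing by the 75th percentiles.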

Using these criteria, a total of 4,400 genes with significantly altered expression levels were detected in the *Osam1* mutant compared to the wild type. Among these genes, 3,012 were up-regulated and 1,388 were down-regulated in the *Osam1* transcriptome compared to the wild type. 

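By the labels, 5298 loci were at least 2-fold higher and 6223 at least 2-fold lower in the library labelled *Osam1*. The higher loci thus made up 46.0% of the changed loci, and with loci above 0 in both libraries alone they made up 50.8%, with 2881 higher and 2788 lower. With the labels exchanged, an alternative chosen after seeing the data, the same numbers change places, and 6223 loci are higher in *Osam1*. The largest rise was at LOC_Os10g21352 on chromosome 10, with 1388 FPKM in the library labelled *Osam1* and a value listed at 0 in the library labelled wild type. The largest fall was at LOC_Os04g51460 on chromosome 4, listed at 0 in the library labelled *Osam1* and at 864.2 FPKM in the library labelled wild type.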

Using two-dimensional hierarchical clustering, we classified the 4,400 differential expression profiles into six expression cluster groups based on their similarity (Fig 3); separate plots are shown for each cluster, and the means and standard deviations of RPKM expression values are indicated. Groups of genes with similar expression patterns may play the same roles in panicle development.

**Fig 3:**
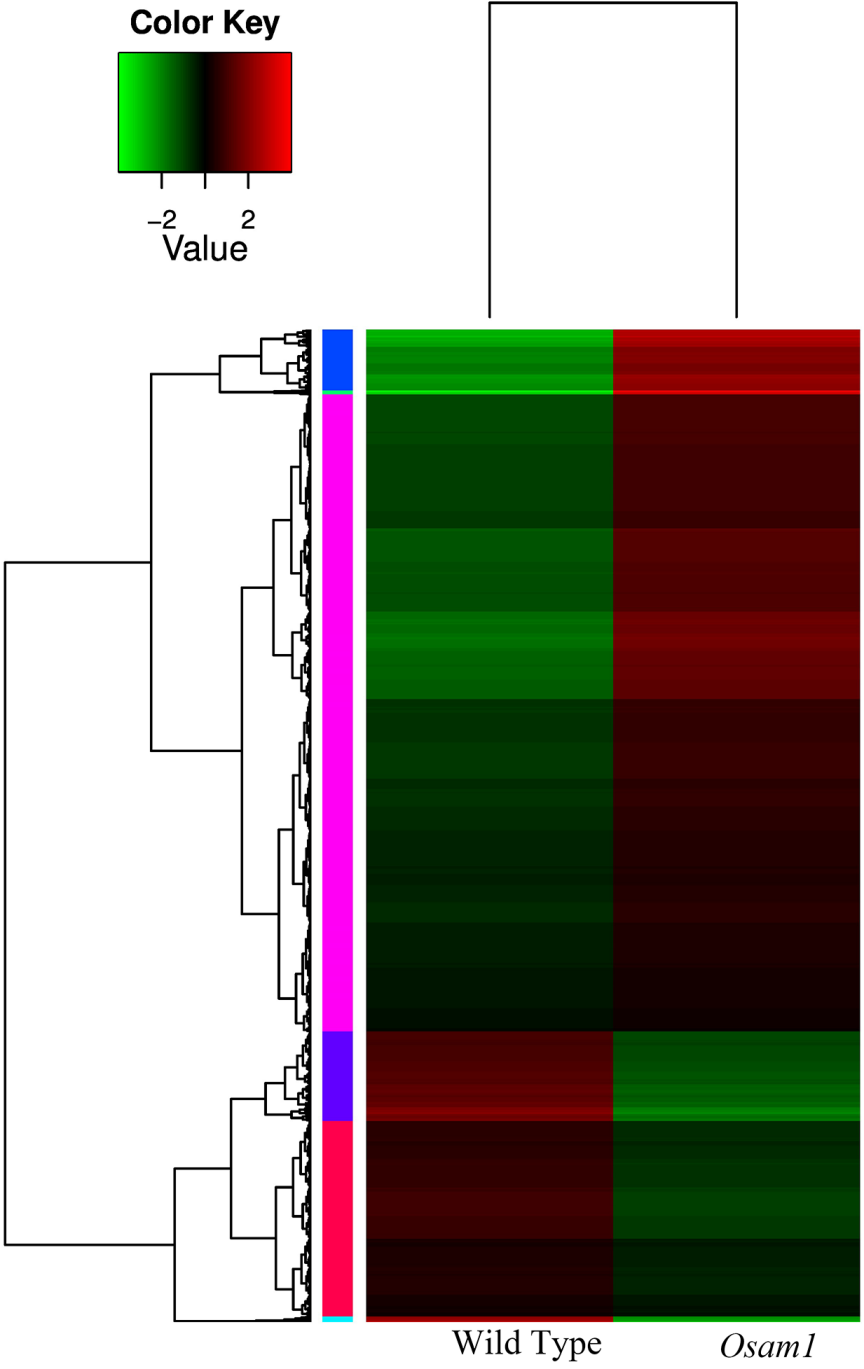
Heatmap of differential expression genes between wild type and *Osam1* plants. Green represents low expression, red represents high expression, each row represents a differentially expressed gene and each column represents a sample. Changes in expression levels are shown in the color scales.

### KEGG enrichment analysis of DEGs

The interaction between genes plays an essential role in biological functions. Pathway-based enrichment analysis helps further to elucidate the biological functions of DEGs. KEGG is an important public pathway-related database that integrates genomic, chemical and systemic functional information, providing classifications that are valuable for studies of genetically and biologically complex processes. To perform functional classification and pathway assignment of all DEGs, we performed pathway-based analysis using the KEGG pathway database. As a result, 931 of 4,400 DEGs were classified into 251 KEGG pathways. Of these 931 DEGs, 637 were classified into the top 10 most highly represented categories (Fig 4). Most unigenes were categorized into metabolic pathways (239, 25.67%), biosynthesis of secondary metabolites (120, 12.89%), microbial metabolism in diverse environments (41, 4.40%) and starch and sucrose metabolism (40, 4.29%) (Fig 4). Those results suggest that there are considerable differences in various physiological processes between young panicles of wild-type and *Osam1* mutant. These annotations represent a valuable resource for investigating specific processes and performing functional analysis.

**Fig 4:**
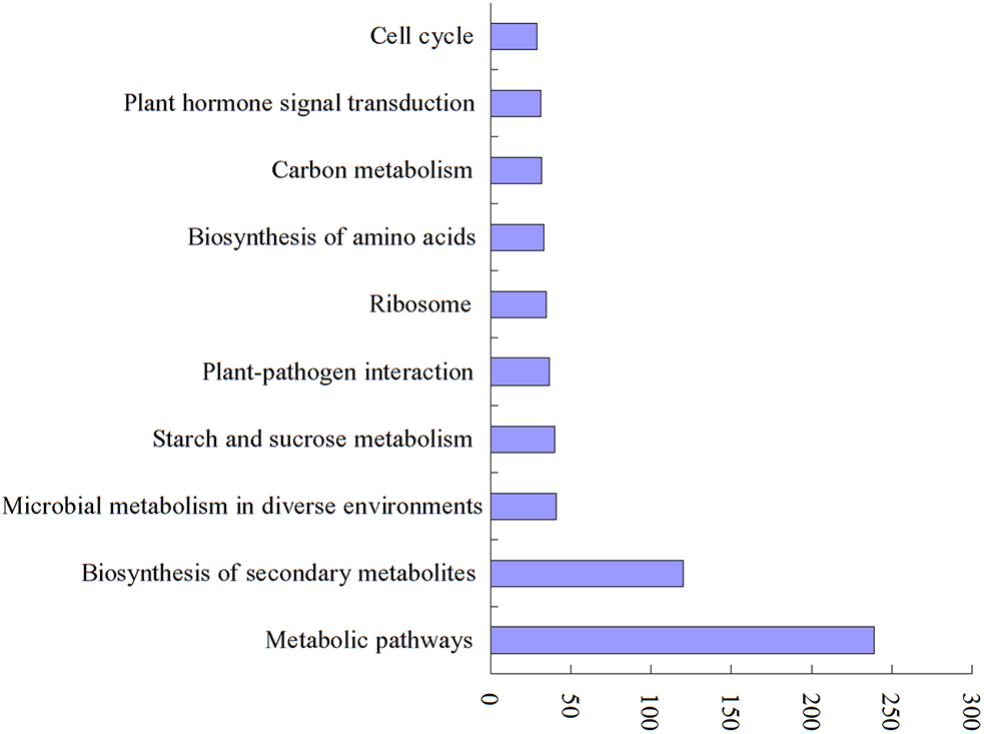
Classification of all DEGs based on KEGG categorization. The top 10 most highly represented categories and the number of transcripts predicted to belong to each category are shown.

### Identification of meiosis-preferential genes responsive to *OsAM1*

The meiotic process in the *Osam1* mutant appears to initiate properly, but progression halts in leptotene, which is crucial for homologous chromosome pairing and recombination. Some important events are profoundly affected in the *Osam1* mutant, including sister chromatid cohesion and telomere bouquet formation, as well as homologous recombination and synapsis. We identified meiosis-specific genes that respond to OsAM1 effectively based on two criteria: (1) the genes are DEGs (described above); (2) the genes are involved in meiosis process pathways (as determined by KEGG analysis) or previously identified as rice meiotic genes or rice homologs of meiotic genes in other species. As a result, we identified 22 significant DEGs with functions related to meiotic processes using KEGG pathway analysis, such as genes in the pathways “Meiosis-yeast”, “Oocyte-meiosis”, “Homologous recombination”, “DNA replication”, “Nucleotide excision repair” and “Mismatch repair” (Table 2 and Table 3). For example, Os07g22680, a homolog of *Arabidopsis SKP1-LIKE* genes in rice, was classified into the “Oocyte-meiosis” pathway. 

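Of the 22 loci of Table 2 and Table 3, 21 are among the analysed rows, and Os12g43120 was not analysed here. The 9 loci with 1 transcript model all changed at least 2-fold, and all 9 did so in the direction opposite to that of the tables when the libraries are taken as labelled. Os03g17700 on chromosome 3, listed as Up, had 12.7 FPKM in the library labelled *Osam1* and 263.1 FPKM in the library labelled wild type, a log2 ratio of -4.26. Os05g50360 on chromosome 5, listed as Down, had 21.4 FPKM in the library labelled *Osam1* and 1.06 FPKM in the library labelled wild type, a log2 ratio of 3.44. A value listed at 0 in 1 of the libraries was found for 6 of the 9 loci. Among these, Os02g53120, Os02g07240, Os03g06920 and Os01g56940 were listed at 0 in the library labelled *Osam1* and had 6.95, 12.4, 4.38 and 2.49 FPKM in the library labelled wild type. Of the 12 loci with several transcript models, 10 had sums within 2-fold of each other, 2 had sums changed against the stated direction and 0 had sums changed with it. Single transcript models of these 12 loci did pass 2-fold, against the stated direction as labelled at all 12 and in both directions at 7. Os02g47180 on chromosome 2 had transcript model 1 listed at 0 in the library labelled *Osam1* and at 25.1 FPKM in the library labelled wild type, and transcript model 2 at 17.3 FPKM in the former and at 0 in the latter. From the expression criterion, the pathways and the roles it cites for homologous genes, the paper infers putative meiotic functions for the genes of these pathways.

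**Figure D2:**
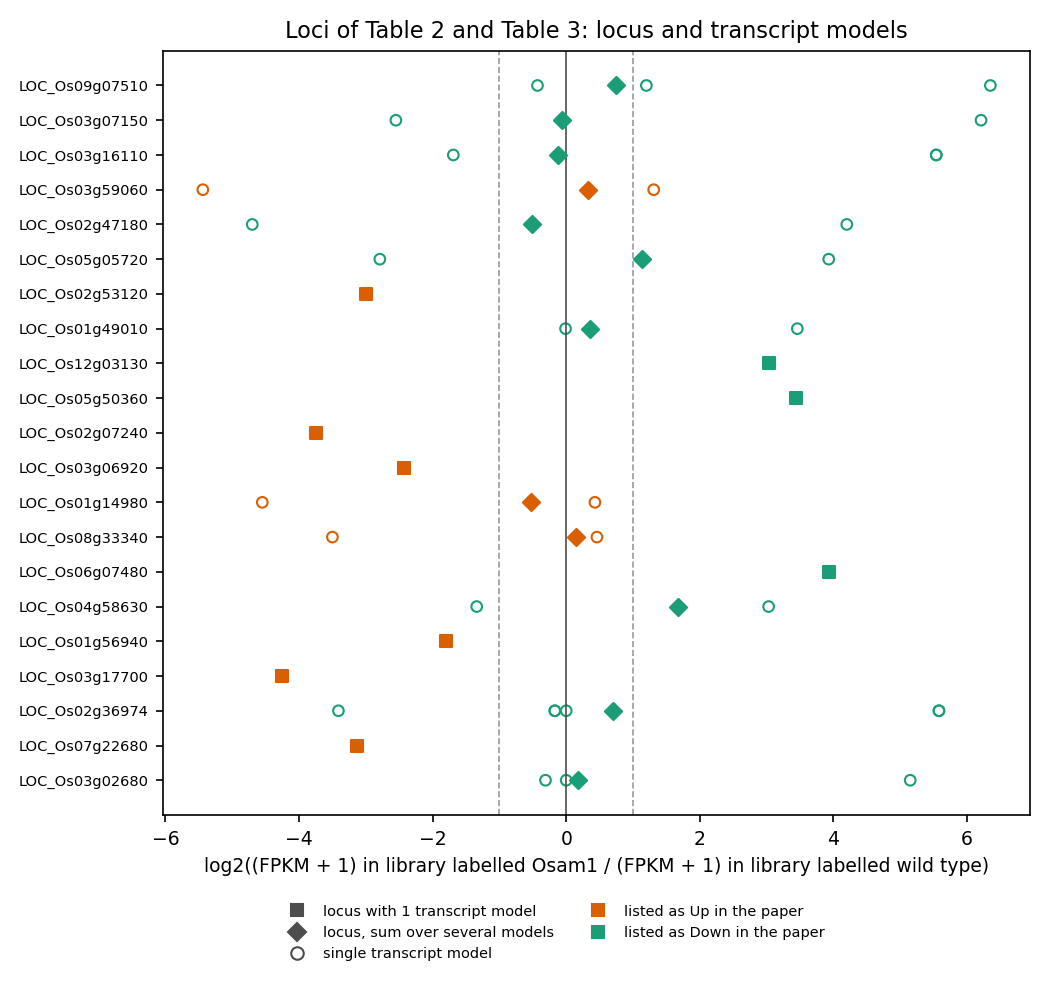
Ratio of FPKM + 1 between the library labelled *Osam1* and the library labelled wild type on a log2 scale (horizontal axis) for the 21 loci of Table 2 and Table 3 (rows). Squares are loci with 1 transcript model, diamonds are sums over several transcript models, open circles are their single transcript models, orange marks loci listed as Up and green those listed as Down. The 9 squares lie beyond 1 on the side opposite to the listed direction, and 10 of the 12 diamonds lie between the dashed lines, between -1 and 1.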

In *Arabidopsis*, *SKP1-LIKE1* (*ASK1*) plays a critical role in many cellular processes including meiotic chromatin reconstruction, telomere formation and recombination [37, 38]. Os01g49010 and Os12g03130 were classified into meiosis-yeast and homology to *ORC4* and *CDC4*, respectively; these genes play crucial roles in DNA replication [39, 40]. These results indicate that the genes involved in these pathways have putative functions in meiosis.

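Os01g49010 on chromosome 1 has 2 transcript models. Transcript model 1 had 9.98 FPKM in the library labelled *Osam1* and was listed at 0 in the library labelled wild type, while transcript model 2 had 33.7 FPKM and 33.9 FPKM. The sums were 43.7 FPKM in the library labelled *Osam1* and 33.9 FPKM in the library labelled wild type, a log2 ratio of 0.36, so that the locus was within 2-fold and only transcript model 1 was beyond it. Os12g03130 on chromosome 12, with 1 transcript model, had 7.16 FPKM in the library labelled *Osam1* and was listed at 0 in the library labelled wild type. Table 2 lists both genes as Down in *Osam1*, the opposite of the direction by the labels.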

**Table 2:** List of significantly DEGs related to meiosis identified by KEGG pathway analysis.

Pathway name	Gene ID	Protein feature	Differently expressed
Meiosis-Yeast	LOC_Os09g07510	HEAT repeat family protein	Down
	LOC_Os03g07150	male sterility protein, putative, expressed	Down
	LOC_Os03g16110	Ser/Thr protein phosphatase family protein, putative, expressed	Down
	LOC_Os03g59060	OsPP2Ac-2—Phosphatase 2A isoform 2 belonging to family 2, expressed	Up
	LOC_Os02g47180	WD repeat-containing protein, putative, expressed	Down
	LOC_Os05g05720	tetratricopeptide repeat domain containing protein, expressed	Down
	LOC_Os02g53120	Peptidase family C50, putative, expressed	Up
	LOC_Os12g43120	expressed protein	Down
	LOC_Os01g49010	ORC4—Putative origin recognition complex subunit 4, expressed	Down
	LOC_Os12g03130	CDC45A - Putative DNA replication initiation protein, expressed	Down
	LOC_Os05g50360	anaphase-promoting complex subunit 10, putative, expressed	Down
DNA Replication	LOC_Os02g07240	expressed protein	Up
Homologous Recombination	LOC_Os03g06920	DRD1, putative, expressed	Up
	LOC_Os01g14980	RPA3—Putative single-stranded DNA binding complex subunit 3, expressed	Up
Nucleotide Excision Repair	LOC_Os08g33340	RAD23 DNA repair protein, putative, expressed	Up
	LOC_Os06g07480	CDK-activating kinase assembly factor	Down
Mismatch Repair	LOC_Os04g58630	DNA mismatch repair protein MSH3, putative, expressed	Down
	LOC_Os01g56940	flap endonuclease, putative, expressed	Up

**Table 3:** List of significant DEGs related to meiosis identified by KEGG pathway analysis.

Pathway name	Gene ID	Protein feature	Differentlyexpressed
Oocyte Meiosis	LOC_Os03g17700	CGMC_MAPKCGMC_2_ERK.2 - CGMC includes CDA, MAPK, GSK3, and CLKC kinases, expressed	Up
	LOC_Os02g36974	14-3-3 protein, putative, expressed	Down
	LOC_Os07g22680	SKP1-like protein 1B, putative, expressed	Up
	LOC_Os03g02680	cyclin-dependent kinase A-1, putative, expressed	Down

There are 33 known meiosis-associated genes in rice [41–44]. We investigated the expression levels of these genes to identify OsAM1-responsive genes. Among these 33 genes, four were found to be significant DEGs between the *Osam1* mutant and wild type, including *OsHEI10* [45], *OsMSH5* [46], *OsZIP4* [47] and *PSS1* [48].

To further identify putative meiosis-related genes that respond to OsAM1, we used INPARANOID software [49] to identify putative rice orthologs among these significant DEGs according to known meiosis-related genes in other organisms, including *Arabidopsis* and fission yeast (*Schizosaccharomyces pombe*) [50, 51]. As a result, eight additional well-conserved rice meiotic genes that respond to OsAM1 were identified (Table 4). Of these eight meiotic genes, five are homologous to *Arabidopsis* genes *SMC3* [52], *ATR* [53], *ATM* [54], *RMI1* [55] and *MPA1*[56], respectively (Table 4). 

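All 8 loci of Table 4 are in the table, 4 of them with 1 transcript model. The *SMC3* homolog Os02g04080 on chromosome 2 had 14.9 FPKM in the library labelled *Osam1* and 2.78 FPKM in the library labelled wild type. The *RMI1* homolog Os04g32090 on chromosome 4 had 12.9 FPKM in the library labelled *Osam1* and 1.04 FPKM in the library labelled wild type, a log2 ratio of 2.77. Table 4 lists both as Down. The *PSY1* homolog Os03g57310 on chromosome 3, listed as Up, had 18.0 FPKM in the library labelled *Osam1* and 96.5 FPKM in the library labelled wild type. The *MEU22* homolog Os03g45170, also on chromosome 3 and listed as Up, was listed at 0 in the library labelled *Osam1* and had 6.44 FPKM in the library labelled wild type. These 4 loci passed 2-fold against the stated direction as labelled. Of the 4 loci with several transcript models, only the *SPO20* homolog Os01g50616 on chromosome 1 had a sum changed at least 2-fold with 1 FPKM added to each value, with 5.41 FPKM in the library labelled *Osam1* and 1.15 FPKM in the library labelled wild type. The sums of the *ATM* homolog Os01g01689 on chromosome 1 were 2.63 FPKM and 5.46 FPKM, a log2 ratio of -0.83, which passed 2-fold at -1.03 with 0.1 FPKM added and at -1.05 with 0.01 FPKM added. The *MPA1* homolog Os08g44860 on chromosome 8 had sums of 162.0 FPKM and 160.1 FPKM over 8 transcript models, and its log2 ratio of 0.02 became -0.05 after dividing by the median ratio. Within this locus, transcript model 3 had 72.3 FPKM in the library labelled *Osam1* and 21.8 FPKM in the library labelled wild type, and transcript model 2 was listed at 0 in the former and at 21.8 FPKM in the latter.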

The remaining three meiotic genes are homologous to *PSY1* [57], *MEU22* [58] and *SPO20* [59] in fission yeast, respectively (Table 4).

**Table 4:** List of significant DEGs homologous to known meiotic genes in *Arabidopsis* and budding yeast.

Gene ID	Homolog	Description for rice genes	Differently expressed
LOC_Os06g50910	ATR	protein Phosphatidylinositol kinase and FAT containing domain protein, putative, expressed	Up
LOC_Os01g01689	ATM	protein phosphatidylinositol 3- and 4-kinase family protein, expressed	Up
LOC_Os04g32090	RMI1	protein expressed protein	Down
LOC_Os08g44860	MPA1	protein aminopeptidase, putative, expressed	Up
LOC_Os02g04080	SMC3	protein chromosome segregation protein sudA, putative	Down
LOC_Os03g45170	MEU22	protein amino acid permease, putative, expressed	Up
LOC_Os03g57310	PSY1	protein syntaxin, putative, expressed	Up
LOC_Os01g50616	SPO20	protein phosphatidylinositol transfer, putative, expressed	down

## Discussion

In plants, meiocytes differentiate late in floral ontogeny. The mechanisms underlying meiocyte differentiation from floral somatic cells are currently unknown. However, nuclear events in meiotic cells are readily distinguishable from those in mitotic cells, and the developmental program of archesporial cells and meiocytes is independent of successive somatic cell development, at least for the progression into prophase I [60]. In the *Osam1* mutant, pollen mother cells are arrested at leptotene, and several meiotic processes are affected, including sister chromatid cohesion, telomere bouquet formation, homology search, homologous recombination and synapsis. In the current study, global transcriptome analysis reinforced the distinctions between wild-type and *Osam1* plants. Using RNA-Seq analysis, many known or putative meiosis-related, OsAM1-responsive genes were identified, including four known rice meiosis-specific genes, i.e., *OsHEI10*, *OsMSH5*, *OsZIP4* and *PSS1*. These results further strengthen the notion that OsAM1 plays a role in modulating the expression of many critical meiotic genes. While several other important genes, including *PAIR2*, *ZEP1* and *OsMER3*, were expressed at similar levels in *Osam1* and the wild type, the corresponding proteins were not detected by immunostaining in *Osam1* meiocytes [28]. This result indicates that although *PAIR2*, *ZEP1* and *OsMER3* can be expressed in *Osam1*, the corresponding proteins fail to load onto chromosomes normally. These results imply that these three genes are not essential for the leptotene-zygotene transition in rice, but OsAM1 is required for their chromosome localization.

Most maize *am1* mutants cannot enter meiosis. Only *am1-praI* can enter meiosis, but meiosis progression stops in leptotene [18, 20, 21]. Two rice *am1* mutants and RNAi lines enter meiosis, but progression halts in leptotene. The chromosome behaviors of rice *Osam1* and maize *am1-praI* appear to be similar, but some differences exist between these lines. In maize *am1-praI* meiocytes, punctuate ASY1 signals and some continuous stretches were revealed by immunostaining, indicating partial formation of the chromosome axis, which was not the case in rice. Also, in maize *am1-praI* meiocytes, strong REC8 signals were observed, which partially localized to chromatin, but only faint OsREC8 foci were observed in *Osam1* meiocytes [18, 28]. Thus, AM1-like proteins may exhibit functional variance, even among monocots. In the present study, four known meiosis-related genes, including *OsHEI10* [45], *OsMSH5* [46], *OsZIP4* [47] and *PSS1* [48], were differentially expressed in *Osam1* compared to the wild type. Of these four genes, the expression of *ZIP4* was down regulated in *Osam1*, which is consistent with the change observed in the maize *am1-praI* mutant. The expression level of *MSH5* was up regulated in *Osam1*, but this gene is not significantly differentially expressed in *am1-praI* based on oligonucleotide GeneChip array analysis [61]. In the current study, several other well-known meiotic genes in rice, such as *SPO11-1* [62], *REC8* [29], *PAIR1* [63] and *RAD51* [64], were not differentially expressed in the *Osam1* mutant compared to the wild type, which is in agreement with the results obtained for maize *am1-praI*. These results shed light on the conservation of the leptotene-zygotene transition process between rice and maize.

The leptotene-zygotene transition is critical in many aspects, including active and passive chromosome movements, at least in some organisms [1]. Several meiosis-associated transcript changes were identified in our transcriptome profiling study, which may play a major role in rice leptotene-zygotene transition. *OSK21* (Os07g22680), a putative meiotic gene belonging to the *SKP1* (S-phase Kinase-Associated Protein1) gene family is up-regulated in the *Osam1* mutant. 

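Os07g22680 on chromosome 7, with 1 transcript model, had 4.03 FPKM in the library labelled *Osam1* and 43.1 FPKM in the library labelled wild type. Its log2 ratio was -3.13 as labelled, and with the labels exchanged it was 3.13. The difference has no replicate check.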

*SKP1* plays a key role in cell-cycle progression, transcriptional regulation, signal transduction and many other cellular processes in eukaryotes [65]. In *Arabidopsis SKP1-LIKE1* (*ASK1*) gene plays a critical role in recombination during the leptotene to pachytene transition [37, 38]. ASK1 protein is also important for many cell processes including reconstructing meiotic chromatin and telomere formation [25]. Therefore, *OSK21* may play an important role in the leptotene-zygotene transition in rice meiosis. 

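Os01g14980 on chromosome 1 has 2 transcript models with 22.4 FPKM each in the library labelled wild type. In the library labelled *Osam1*, transcript model 1 was listed at 0 and transcript model 2 had 30.6 FPKM. The sums were 30.6 FPKM in the library labelled *Osam1* and 44.8 FPKM in the library labelled wild type, a log2 ratio of -0.53. Os06g50910 on chromosome 6 has 3 transcript models with 1.15 FPKM each in the library labelled wild type, and in the library labelled *Osam1* transcript model 3 had 3.14 FPKM and the others were listed at 0. Its sums were 3.14 FPKM and 3.45 FPKM, a log2 ratio of -0.10. As loci, neither passed 2-fold.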

We also found some other genes (Os01g14980, Os06g50910, Os01g49010 and Os12g03130) showed significant expression changes in the *Osam1* mutants compared with the fertile plants. They were homologs of *RPA3*, ATR, *ORC4* and *CDC4*5, respectively. These genes play critical roles at interphase when cells are preparing for meiotic cell cycle, including cell growth, DNA replication in *Arabidopsis* and fission yeast [39, 40, 53, 66]. Therefore, we speculate that a switch in cell processes programmed by regulating gene expression at interphase is necessary for subsequent leptotene-zygotene transition and normal development of archesporial cells.

Meiocytes that have been isolated using manual methods or laser capture microdissection are relatively free of contamination of somatic cells. Multiple microarray and RNA-Seq analyses of purified meiocytes have recently been reported [50, 67–70]. In the present study, we subjected spikelets of young panicles to deep RNA-sequencing. Although spikelets of young panicles contain many somatic cells, we were able to identify some significant DEGs by comparing the transcriptomes of *Osam1* mutant and the wild-type. We also validated the transcription patterns of several meiosis-specific genes using qRT-PCR. The expression patterns were consistent between two analyses for all transcripts tested. Nevertheless, it is possible that there were false negatives due to a failure of the fold-change method. We observed two-fold changes in gene expression for numerous genes. However, for genes with higher expression levels, smaller changes in gene expression may have occurred, but these changes may have been rejected by the fold-change method. Thus, we may have failed to detect some OsAM1-responsive, meiosis-specific genes.

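The share of loci that changed at least 2-fold fell with the expression level. It was 77.3% of the 3878 loci with a mean of 1 to below 3 FPKM, 57.5% of the 5012 loci from 3 to below 10 FPKM, 36.4% of the 5936 loci from 10 to below 30 FPKM and 24.9% of the 5023 loci from 30 to below 100 FPKM. Among the 1988 loci with a mean of at least 100 FPKM, 430 (21.6%) passed 2-fold, and another 420 (21.1%) changed at least 1.5-fold but less than 2-fold. These are the more highly expressed loci with smaller changes, and with 1 library per genotype they have no measured error. Much of the share at low levels comes from loci listed at 0 in 1 library, which were 64.5% of the loci in the lowest class and 0.91% of those with at least 100 FPKM.

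**Figure D3:**
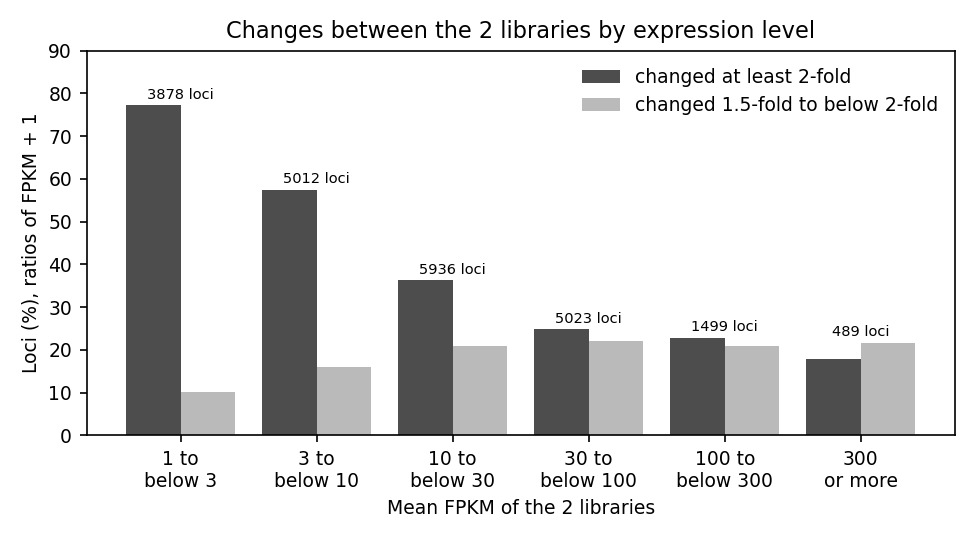
Percentage of loci (vertical axis) that changed at least 2-fold (dark bars) and from 1.5-fold to below 2-fold (light bars) between the library labelled *Osam1* and the library labelled wild type, by mean FPKM (horizontal axis), with ratios of FPKM + 1 and the number of loci above each pair of bars. The dark bars fall from 77.3% to 17.8%, while the light bars rise from 10.2% to between 20.9% and 22.0% from 10 FPKM on.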

## Conclusions

Meiosis is an essential step in sexual reproduction and one of the most ancient processes that facilitate the redistribution of genetic variation and increase biodiversity. However, our understanding of rice meiosis is limited, as only a small number meiosis-specific gene functions have been identified. Our analysis revealed large differences in the transcriptomes of young panicles of *Osam1* compared to the wild type. The expression levels of many meiosis-associated genes were highly altered in the *Osam1* mutant, including genes important for DNA replication, synapsis, homologous recombination and other critical events. The functions of many of these genes in rice remain uncharacterized. These findings provide a framework for future functional analysis of genes involved in the rice leptotene-zygotene transition process and advance our understanding of rice meiosis.

## Supporting Information

S1 Table List of primers used in quantitative real-time PCR. (XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

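Poly(A) RNA from spikelets of young panicles (40 to 60 mm) of *Osam1* and wild-type rice plants was sequenced as 1 library per genotype, in pairs of 100 bp reads. The authors removed adaptor sequences and reads in which most bases were of low quality, aligned the rest with SOAPaligner/soap2, allowing a small number of mismatches, and calculated expression with ERANGE. The values that the authors deposited are FPKM per transcript model, rounded to 2 decimals, and the Methods call the normalized values RPKM. The release of the rice annotation is not named in the paper's text. The annotation and pathway tables of the paper were not used here.

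The table holds 65535 rows and a header, 65536 lines in all, and ends at locus number 37610 of chromosome 12. Loci beyond it, Os12g43120 of Table 2 among them, were not analysed here. Rows were grouped by locus, and the FPKM of the transcript models of a locus were added. This was decided after the table, the paper's genes included, had been examined, because the transcript models of 1 locus often move in opposite directions. Results with transcript models in place of loci, and with the first listed transcript model, were computed beside it.

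The submitters' labels give which column is *Osam1* and which is wild type, and these labels were kept. For the paper's genes with 1 transcript model, the paper's directions go with the opposite assignment, and so does the spelling of the column headings. The targeted gene could not be looked up, since the paper's text gives no locus for it. For this reason the libraries are named by their labels throughout, and an exchange of the labels was added as an alternative.

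The ratio of a locus was log2((FPKM + 1) in the library labelled *Osam1* / (FPKM + 1) in the library labelled wild type), and a locus counted as changed at an absolute value of at least 1. With 1 library per genotype there is no test and no p-value. The false discovery rate of the paper needs reads per gene and was not repeated. Expressed loci were those with a value above 0, after the Methods. Runs of neighbouring loci changed the same way were looked for among loci with a mean of at least 1 FPKM, in the order of their locus numbers, and set beside 1000 shuffles of the ratios. The genes named in the text were fixed before the data were examined as every gene that the paper names by locus, the 5 largest rises and the 5 largest falls, and the first and last locus of the longest run in each direction. The loci with the highest FPKM were named after their values were seen. The genes that the paper names by symbol alone, such as *OsHEI10* and *PAIR2*, could not be paired with loci of the table and were not analysed here.

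The alternatives fixed before the data were examined were added values of 0.1 and 0.01 FPKM, division by the median ratio over loci of at least 1 FPKM in both libraries, division by the 75th percentile of each library, a mean of at least 1 FPKM, values above 0 in both libraries, cutoffs of 0.1 and 1 FPKM for expressed loci and for loci listed at 0 in 1 library, and a mean of at least 0.1 FPKM for the runs.

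The depth of the libraries is not in the table, but the ratios of low values fall on steps. The relative depth was read from 4307 loci with 1 transcript model and a value between 1 and 10 FPKM in the library labelled *Osam1*. The tallest peak of the ratios and its simple multiples gave 9 candidate steps, and the candidate with the highest likelihood under whole reads was taken. It led the next best, which would mean a depth ratio of 4.73, by 146.6 log units. The method was the third to be tried. The earlier ones misread some simulated tables and were replaced. The present one read all 60 simulated pairs of libraries within 2%. The simulated reads were whole, none was shared between copies, and the libraries were smaller than the read numbers of the paper's Table 1. The simulation therefore does not show how the method reads a table with shared reads. To see where ratios rest on few reads, the share of ratios lying within 0.2% of a ratio of whole numbers up to 10 was compared with the share on 25 shifted sets of steps. The transcript lengths are not in the table, so the reads of single loci were not recovered.

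The calls were tested on simulated data with 200 loci of at least 30 FPKM changed 4-fold. With counting error alone, 200 of 200 were called in the right direction and 2 of 4097 unchanged loci were called. With a spread between the libraries added, with an SD of 0.4 on the natural log scale in each, 179 of 200 were called and 918 of 4097 unchanged loci were called, so that a ratio past 2-fold in 1 pair of libraries does not by itself separate a changed gene from such a spread. A planted run of 15 loci was found. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.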

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

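All tests in this part were chosen after the results were seen, and the design, with 1 library per genotype, cannot separate a difference between genotypes from any other difference between the plants or libraries. The paper does not report on the loci below, and the analysed tables give no name or function for them.

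The 5 largest rises in the library labelled *Osam1* were outside the paper's genes. LOC_Os10g21352 on chromosome 10 had 1388 FPKM in the library labelled *Osam1*, LOC_Os08g15276 on chromosome 8 had 912.3 FPKM and LOC_Os08g15278 on chromosome 8 had 520.4 FPKM, and all 3 were listed at 0 in the library labelled wild type. LOC_Os04g16772 on chromosome 4 had 769.8 FPKM in the library labelled *Osam1* and 0.26 FPKM in the library labelled wild type. LOC_Os07g25002 on chromosome 7 had 1020 FPKM and 2.10 FPKM. They stood out because they carry a high signal in 1 library that is nearly absent from the other. Counting error on few reads cannot account for the 2 loci with values above 0 in both libraries: if whole reads were counted, the lower value is worth at least 1 read, and at the relative depth of the libraries the higher value stands for at least 205 reads at LOC_Os07g25002 and at least 1250 at LOC_Os04g16772. The bound covers counting error alone. PCR with 18 cycles can copy few molecules into many reads, which was not tested. For the 3 loci listed at 0 no such bound can be had. The authors' scaling of a library moves all loci alike, and the median ratio over loci of at least 1 FPKM in both libraries was 1.05, so it leaves these rises in place. By locus number, each of the 5 loci lies between loci that share both FPKM values exactly with loci on other chromosomes. LOC_Os07g25002, for example, lies between LOC_Os07g24992 and LOC_Os07g25004. Reads shared between near-identical copies are thus a candidate for all 5, and the bound would not hold for reads divided among copies. Such sharing, reads that the aligner placed in 1 library and not in the other, and a difference between the genotypes all stay open. None of them was tested for these loci.

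LOC_Os09g01000 on chromosome 9 had 302575 FPKM in the library labelled *Osam1* and 84897 FPKM in the library labelled wild type, a ratio of 3.56. It stood out as the highest value of the table. A factor applied to a whole library would move other loci by the same ratio, whereas their median ratio was 1.05. The locus takes 22.0% of the summed FPKM in 1 library and 7.43% in the other, which by its share alone would lower the other loci of the library labelled *Osam1*. The median ratio does not show such a lowering, while the 75th percentile was 29.23 FPKM in the library labelled *Osam1* and 30.45 FPKM in the library labelled wild type, so an effect of this share on other loci stays open. How the RNA selection differed between the libraries was not tested, and a difference between the genotypes stays open as well.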

How the results depend on the processing

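No paired analysis was possible because each genotype has 1 library. The planned count of known meiotic genes past 2-fold could not be computed, since the symbols could not be paired with loci of the table, and its alternatives were not run. The alternatives with transcript models and with exchanged labels were chosen after seeing the data.

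The number of expressed loci stayed within 1.5 times its value under each cutoff, with transcript models and with the labels exchanged. The numbers of loci at least 2-fold higher and lower in the library labelled *Osam1* stayed within 1.5 times of 5298 and 6223 under both added values, both scalings and the minimum mean, but fell to 2881 and 2788 when only loci above 0 in both libraries were kept. That setting removes by its construction the 3742 and 5410 loci listed at 0 in 1 library. Of those, 2417 and 3435 were left when the other library had to reach 1 FPKM, which likewise removes loci at low values. The higher loci were between 43.7% and 50.8% of the changed loci under every planned setting.

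Of the 29 analysed loci of Tables 2 to 4, 0 changed in the stated direction as labelled and 16 in the opposite one. Under each planned setting the former stayed at 0. The latter was 17 with either smaller added value and fell to 9 with loci above 0 in both libraries, which leaves out loci listed at 0. With transcript models in place of loci, 8 loci had a transcript model changed in the stated direction and 29 had one changed in the opposite direction, and 7 of the 13 loci of Fig. 2 had a transcript model with the sign of the figure, against 2 by sums. With the first listed transcript model, 3 loci of Tables 2 to 4 changed in the stated direction and 0 loci of Fig. 2 had the sign of the figure. With the labels exchanged, 16 changed in the stated direction and 0 in the opposite one, and 11 loci of Fig. 2 had the sign of the figure. With both exchanged labels and single transcript models, 29 loci had a transcript model changed in the stated direction, and 24 did so by the first listed one. These moves follow from the choice of the value that stands for a locus and of the label, as the alternatives are built.

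The longest run of neighbouring loci changed the same way was 7 loci for lower and 8 for higher values as labelled, and from 7 to 9 under its alternatives.

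Across the 47 named loci, the planned settings gave 1 reversed sign, at the *MPA1* homolog LOC_Os08g44860, whose log2 ratio near 0 became -0.05 after division by the median ratio. Under the same settings LOC_Os01g01689 newly passed 2-fold, at -1.03 and -1.05 with the smaller added values, and LOC_Os08g02380 no longer passed it, at -0.99 after division by the 75th percentiles. With the first listed transcript model, the sign of 4 loci was reversed: the log2 ratio became 6.21 at LOC_Os03g07150, -5.44 at LOC_Os03g59060, -0.17 at LOC_Os02g36974 and 3.28 at LOC_Os08g02380, while 9 other loci newly passed 2-fold and 1 no longer did. On the scale of Fig. 2, with the first listed transcript model, exchanged labels and no added value, the sign is reversed by construction, and the log2 ratio was -0.83 at LOC_Os07g05630, -0.17 at LOC_Os03g58600, -2.43 at LOC_Os02g04080, -10.48 at LOC_Os09g07510 and 2.42 at LOC_Os03g57310.

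Steps of whole reads show in part of the low values. Among loci with 1 transcript model and a mean from 3 to below 10 FPKM, 24.9% of the ratios lay on ratios of small whole numbers of reads, against 6.01% on shifted steps. From 10 to below 30 FPKM the shares were 12.5% and 6.28%, and from 30 to below 100 FPKM the shares were 7.43% and 6.30%.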

Differences from the paper's values

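The paper gives 3012 genes up-regulated in *Osam1*, and 5298 loci were at least 2-fold higher in the library labelled *Osam1*. Of the alternatives set before the data were examined, the minimum mean of 1 FPKM (4498 loci) and values above 0 in both libraries (2881 loci) came within 1.5 times of the paper's value, and both added values and both scalings did not. The paper gives 1388 down-regulated genes, and 6223 loci were at least 2-fold lower in the library labelled *Osam1*. None of the alternatives set before the data were examined closed this gap, the nearest being 2788 loci with values above 0 in both libraries. With the labels exchanged, an alternative chosen after seeing the values, the numbers were 6223 higher and 5298 lower. The paper's total is 4400, against 11521 loci here, and 5669 loci with values above 0 in both libraries came within 1.5 times of it, while the other alternatives set before the data were examined did not. The paper's numbers also required a false discovery rate, which was not applied here.

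The paper lists 22 differentially expressed genes in Table 2 and Table 3 with a direction, and 0 of the 21 analysed loci changed at least 2-fold in that direction with the libraries as labelled. None of the alternatives set before the data were examined changed this. With the labels exchanged, 11 of the 21 locus sums did, and all 21 had a transcript model that did. Both alternatives were chosen after seeing the values.

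The bars of Fig. 2 were read by eye, and the figure gives the ratio of *Osam1* to the wild type. For 11 of its 13 loci the sign by the labels was the opposite. At Os07g05630 the bar is at about -0.8 in Fig. 2, against a log2 ratio of 0.71 here, and of -0.83 on the scale of the first listed transcript model with exchanged labels and no added value, a setting chosen after seeing the values. On the same pair of scales, Os03g58600 is at about -0.2 in Fig. 2, against 0.16 and -0.17, Os02g04080 at about -2.2 in Fig. 2, against 2.08 and -2.43, Os03g57310 at about 2.6 in Fig. 2, against -2.36 and 2.42, and Os09g07510 at about -9.8 in Fig. 2, against 0.74 and -10.48. The other 8 loci have a first listed transcript model at 0 in a library, or none above 0, and have no value on the second scale. Os04g58630 is at about -8.4 in Fig. 2 against 1.68 here, Os08g02380 at about -7.8 in Fig. 2 against -1.04, Os01g49010 at about -8 in Fig. 2 against 0.36, Os03g44760 at about -6.4 in Fig. 2 against -1.76, Os01g50616 at about -7.3 in Fig. 2 against 1.58 and Os05g05720 at about -8.8 in Fig. 2 against 1.14. Os02g53120 is at about 8.8 in Fig. 2 and Os02g07240 at about 6.7 in Fig. 2, and both loci are listed at 0 in the library labelled *Osam1*, so that their log2 ratios of -2.99 and -3.75 depend on the added value. None of the alternatives set before the data were examined brought any of the 13 loci to the bar.

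The numbers of expressed genes differ by less than 1.5 times, with the order of the genotypes reversed. The paper's Results name a cutoff in reads per sequenced reads for its numbers, whereas its Methods name a value above 0, which was used here. The paper gives 25750 for the wild type and 28455 for *Osam1*, against 23756 and 22088 loci by the labels. With transcript models in place of loci and the labels exchanged, a setting chosen after seeing the values, they were 25958 and 28429. The paper's 34314 genes expressed in either compare with 27498 loci and 33645 transcript models.

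The paper states that *OSK21* (Os07g22680) is up-regulated in *Osam1*, and its log2 ratio was -3.13 by the labels. It also states that Os01g14980, Os06g50910 and Os01g49010 changed, and their locus sums were within 2-fold, with log2 ratios of -0.53, -0.10 and 0.36, although single transcript models of each passed 2-fold.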

Other observations

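The search for runs of neighbouring loci was planned before the data were examined. All other tests in this part, the reading of the runs for a deletion among them, were chosen after the results they bear on had been seen. Each is a description of 1 pair of libraries.

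By the submitters' labels, the directions of the paper's loci with 1 transcript model are the opposite of the paper's, while the sums of loci with several go either way. One hypothesis is that the labels of the columns are exchanged, either in the submission or in the paper. Of the 15 loci of Tables 2 to 4 and Fig. 2 with 1 transcript model, 0 have the paper's sign as labelled, which is the observation behind this hypothesis and no test of it. The steps of low values give a separate reading: the library labelled wild type is 2.37 times as deep as the other, whereas in the paper's Table 1 *Osam1* is the deeper library. The size of this ratio is larger than the paper's, which is 1.32 for clean reads and 1.67 for unique reads. The reason was not tested, and the read numbers of the paper's Table 1 do not add up among themselves. The headings, which write the *Osam1*-labelled library with a capital AA, also go with an exchange. The depth is consistent with the paper and the labels naming the columns oppositely. The qRT-PCR bars of Fig. 2, made on other plants, have the sign of the RNA-Seq bar for 13 of 13 genes, where an exchange of the columns in the paper's analysis only would give opposite signs. This argues against such an exchange, as far as bars drawn by the authors and read by eye go, and an exchange in the submission stays open. The qRT-PCR measurements behind the bars were not analysed here, and the targeted gene could not be checked.

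Transcript models of 1 locus often moved apart while their sum did not. The hypothesis tested was that the reads of a locus are divided among its transcript models differently in the libraries. In the 3406 loci with several expressed transcript models and a mean of at least 10 FPKM, 25.1% of the locus sums changed at least 2-fold. When transcript models of similar expression were regrouped at random into loci, this share was between 37.1% and 40.3% in 100 regroupings. The lower share within loci is consistent with such a division. Of the 5314 loci with several transcript models and at least 1 of them at 1 FPKM or more in the library labelled *Osam1*, 1281 carried the same value in 2 or more transcript models. Of the 29 analysed loci of Tables 2 to 4, 16 have several transcript models, and 13 of those had sums within 2-fold. A change in splicing between the genotypes may also divide the transcript models, and it was not tested.

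Few reads may set part of the 2-fold ratios at low values. Among loci with 1 transcript model and at least 2 FPKM in both libraries that changed at least 2-fold, 28.1% of the 684 ratios from 3 to below 10 FPKM lay on small whole-number steps, against at most 8.44% on shifted steps. From 10 to below 30 FPKM the share was 15.3% of 1176 ratios, against at most 6.77%, and from 30 to below 100 FPKM it was 8.83% of 634 ratios, against at most 7.86%. At 100 FPKM and above it was 5.98% of 184 ratios, no higher than the 11.4% reached on shifted steps. This argues against counts of at most 10 reads in both libraries for these loci as a set. The steps cover ratios of whole numbers up to 10, so somewhat larger counts stay open. Copies made by PCR from few molecules were not tested. The loci of that level with several transcript models, and those below 2 FPKM in 1 library, of which 18 were listed at 0, were not covered by this test. Whether the genotypes, the plants or the libraries set the ratios at high levels apart was not tested.

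Among 6754 loci with 1 transcript model and at least 10 FPKM in both libraries, 49 shared both values exactly with another locus, in 22 groups, of which 14 spread over more than 1 chromosome. Shuffling 1 library over the loci gave at most 4 such loci. Reads shared between near-identical copies are a candidate explanation. No sequence was compared, and of the 49 loci 18 had changed at least 2-fold, so that such loci are best read as groups.

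The median log2 ratio differed between chromosomes. With a mean of at least 1 FPKM it was -0.068 on chromosome 1 and -0.059 on chromosome 3, where 1000 shuffles of the ratios went down to -0.047 and -0.058, and 0.204 on chromosome 11 and 0.291 on chromosome 12, where the shuffles reached at most 0.173 on chromosome 11 and 0.180 on chromosome 12. Among loci of at least 30 FPKM all 4 medians lay within the shuffles. They were 0.004 on chromosome 1 and -0.005 on chromosome 3, and 0.205 on chromosome 11 and 0.238 on chromosome 12, where the shuffles then reached 0.244 and 0.246. The range of the shuffles widened with fewer loci, so that for chromosomes 11 and 12 a part played by loci at low values and chance cannot be told apart at this number of loci.

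The mutant was induced by gamma rays, which can delete segments. A deletion covering more than 10 expressed loci would leave a run of that length in 1 direction, provided that every deleted locus passed 2-fold. The longest run lower in the library labelled *Osam1* was 7 loci, from LOC_Os01g50350 to LOC_Os01g50440 on chromosome 1, and the longest run higher was 8 loci, from LOC_Os12g14210 to LOC_Os12g15070 on chromosome 12. In shuffles the longest runs went up to 12 and 10 loci, and 48.7% and 4.7% of shuffles had a run as long. This argues against a deletion of that size in either library only where every deleted locus passed 2-fold. A deleted locus that kept reads from near-identical copies would break a run, which was not tested. Such deletions and shorter ones stay open. Loci after the last row of the table were not analysed here.

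The other large falls, beside LOC_Os04g51460, were LOC_Os04g16886 with 0.47 FPKM in the library labelled *Osam1* and 1177 FPKM in the library labelled wild type, LOC_Os04g23550 with 394.4 FPKM, LOC_Os04g57200 with 391.8 FPKM and LOC_Os11g05380 with 348.6 FPKM in the library labelled wild type. The last 3 were listed at 0 in the library labelled *Osam1*. Of these 5 loci, 4 are on chromosome 4. Among loci with a mean of at least 1 FPKM, the median log2 ratio of chromosome 4 was -0.031. That lay within the range of the shuffles, from -0.068 to 0.115. By locus number, LOC_Os04g16886 lies between LOC_Os04g16844 and LOC_Os04g16896, which share both values exactly with loci on other chromosomes.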
